A study of Mus musculus with 16 samples. Its data were reported in "CAR requires Gadd45β to promote phenobarbital-induced mouse liver tumors in early stage" (2023).

How the data were processed

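RNA from the livers of 16 mice was measured on 16 Agilent whole mouse genome arrays of 1 colour (Cy3), 1 array per mouse. Per the labels, the mice were wild type (WT) or carried a null allele of *Gadd45b* (KO), and each received N-diethylnitrosamine (DEN), a liver carcinogen, at 90 mg/kg and 5 weeks of age. Mice of the DEN + PB groups then drank water with phenobarbital (PB) at 0.5 g/l from 7 weeks of age, and all livers were collected at 57 weeks. This gave 4 groups of 4 arrays, named by genotype and treatment. The study took the tissue from liver outside tumours. WT mice were C57BL/6J, and the stock name of the KO line gives a second strain beside C57BL/6, while the study elsewhere describes the null mice as being on C57BL/6J, so whether the strain background differed between the genotypes was left open.

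The scanner files were written by Feature Extraction 12.0.3.1. The deposited processed signal is an intensity on a linear scale, which the authors' software corrected for background and for trends within the array, with a floor under dim spots and no scaling between arrays. The authors also deposited 1 table of intensity values for the whole series. Set against the scanner files, its columns were the means of the processed signal over the spots of each probe, to within 5e-04 percent, again without scaling between arrays. The normalization that the study used before its own test was not stated. All columns of that table belonged to samples of the 4 groups.

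Each array held 43379 spots without controls, for 41174 probes, of which 245 had 10 spots and the rest 1. Spots with an outlier mark from the scanner software were left out (71 to 122 per array), the other spots of a probe were averaged, and the log2 processed signal minus the 75th percentile of the array's probes was used. No spot was saturated. A probe was tested where it was well above background on all 4 arrays of at least 1 group, which left 24457 probes (59.4%). Probe accessions were named through a RefSeq gene table of assembly GRCm38.p6, which gave a symbol to 28223 probes (68.5%) for 19096 genes, 13306 of them tested. Probes with no match keep their probe name. The array's design was built on mm9, so no coordinates are given, and the table served for names and for which genes lie near each other. The design fixed in advance had named coordinates of the array files for that neighbourhood, and the gene table was used in their place.

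Linear models with 4 group means were fitted over the 16 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and p was adjusted by Benjamini-Hochberg over the probes tested. A probe was called at an adjusted p under 0.05 and a change of 1.5-fold or more, the thresholds the study names, and genes were counted once by symbol through their called probes. The contrasts were DEN + PB minus DEN in WT and in KO, the difference of these effects (WT minus KO, the interaction), and KO minus WT under DEN and under DEN + PB. A log2 change is given with its standard error (SE) from the fit. Single genes were also tested by a two-sided exact permutation test, and 4 arrays against 4 allow 70 assignments and no p under 0.0286. The number of arrays limits the precision of each value. Where a probe was not well above background on any array of a group, its change is given only as a bound: the brighter group's mean over the mean of, for each array, the lowest signal among probes well above background or the probe's own signal if higher.

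The genes named are the 12 genes that the study measured by quantitative PCR (Akr1b7, Casp1, Cdh1, Cyp2b9, Cyp2b10, Cyp2b13, Gadd45b, Fndc5, Krt19, Nedd9, Sult1e1 and Tgfbr2) and, for each contrast, the 3 called genes with the largest rise and the 3 with the largest fall whose 4 arrays in 1 group all lay above the 4 of the other. These were ranked by the fitted change, which for a gene given as a bound is no measured size, so its rank is not measured either. Nnt, a marker of the C57BL/6J strain, was also to be named, but no probe matched it. A gene's value is that of its brightest probe. This rule, the design of the tests, the gene lists and most alternatives were fixed before the data were examined. The lists were genes of the nuclear receptor CAR, the cell cycle, the transforming growth factor beta (TGF-beta) pathway, female-biased and male-biased liver genes, pancreatic acinar genes, erythroid genes and genes of fetal liver or liver tumours. Lists of leukocyte, endothelial, stellate, clock and adipocyte genes were written after the first results were seen. Gene sets were tested with camera at a preset correlation of 0.01 on 1 probe per gene, adjusted over 9 tests, or over 6 for the sex-biased sets, and again with fry and with an estimated correlation. Overlaps of gene lists were tested with a one-sided Fisher's exact test.

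The fit was tested on simulated data. With 200 changed genes added among 24457 probes, it recovered 83% for the PB effect in WT, 83.5% for the PB effect in KO, 63.5% for the interaction, 86% for KO against WT under DEN and 82.5% under DEN + PB. False genes made up 9.78%, 6.18%, 5.93%, 3.91% and 3.51% of those called, in the same order. Recovery depended on the size of the added change. At a log2 change of 1 it was 39% for the interaction and 70% to 74% for the other contrasts. At a log2 change of 2 it was 88% for the interaction and 95% to 98% for the others.

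The alternatives were quantile normalization, scaling by the median of bright probes, the deposited series table without scaling, normexp background correction with an offset of 50, no filter, a filter on all 16 arrays, 1 probe per gene, only the 8 arrays compared, slide or replicate number as a block, a linear model contrast without moderation, an intensity trend in eBayes, adjusted p alone, and each array left out in turn. Normexp used the median signal of spot and local background, since the mean signal column that had been planned was not used here. Fitting normexp by maximum likelihood and fitting it without spots whose local background had an outlier mark were added after the data were seen. Figures were drawn with matplotlib 3.10.9, and tables were read with pandas 2.3.3 in Python 3.11.15.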

Results

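Liver RNA of 16 mice was profiled on 1-colour arrays to ask how a null mutation of Gadd45b changes the response to PB, a promoter of liver tumours, after initiation with DEN. There were 4 groups of 4 mice, WT and KO each given DEN alone or DEN + PB. The 75th percentile of the processed signal was between 137 and 294 across arrays, and between 58.3% and 67.7% of spots were well above background. Repeat spots of a probe on the same array had a median coefficient of variation of 4.13% to 6.26%. The log2 signals of 2 arrays of the same group correlated with r between 0.974 and 0.992 across probes, and those of different groups with r between 0.952 and 0.989. The arrays lay on 4 slides scanned on 1 date, and slide 2 held no KO DEN array and slide 4 no WT DEN array.

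The targeted gene was examined first. Gadd45b was well above background on 8 of 8 WT arrays and on 0 of 8 KO arrays. Its mean log2 signal relative to the array's 75th percentile was -0.07 ± 0.89 (SD, n = 8) in WT and -6.92 ± 0.52 (SD, n = 8) in KO, and a two-sided exact permutation test over 12870 assignments gave p = 0.000155. This bounds the WT level at least 32.5-fold higher than the KO level, and the second probe of the gene bounds it at least 18.0-fold higher. Under normexp, the alternative that moved this value most, the fitted log2 difference, which includes KO signals below background and is no measured fold, was -2.06 in place of -6.85. In WT, the signal of Gadd45b was higher after PB by a log2 change of 1.22 ± 0.37 (SE), which was not past the threshold over all probes (limma adjusted p = 0.239, range 0.0821 to 1 over the alternatives) nor in the exact permutation test of 4 against 4 arrays (p = 0.0571).

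**Figure D1:**
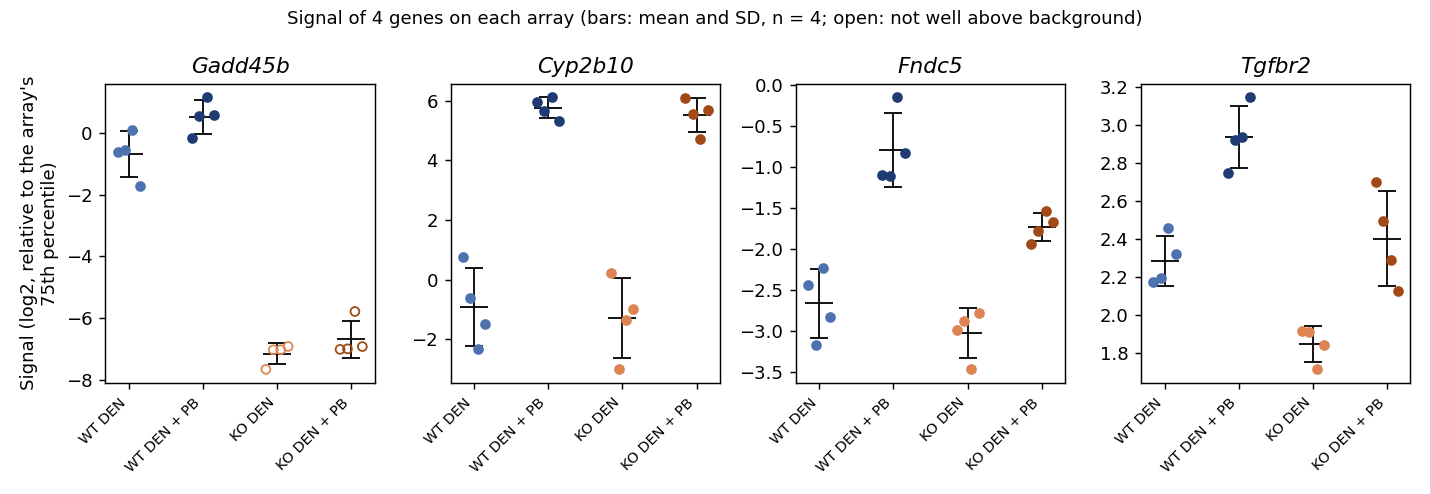
Log2 signal relative to the array's 75th percentile (y axis, on a different scale in each panel) of Gadd45b, Cyp2b10, Fndc5 and Tgfbr2 on each array of the 4 groups (x axis), with the mean and SD of 4 arrays; open points are not well above background. All 8 KO arrays lie at -5.79 or lower for Gadd45b, and the DEN + PB arrays of both genotypes lie at 4.72 or higher for Cyp2b10.

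The effect of PB was then measured within each genotype. In WT, 163 probes were called for 110 genes, 96 higher and 14 lower after PB, and 1782 probes had an unadjusted p under 0.05. The alternative that moved this count most was normexp fitted by maximum likelihood, with 12 genes. On WT DEN replicate 2 and WT DEN + PB replicate 2, a few spots with a local background far brighter than the spot raised the fitted floor under that setting. Normexp without spots whose background had an outlier mark gave 93 genes, 67 of them among the 110. The rises named by the rule, ranked by the fitted change, were Cyp2b10 (6.69 ± 0.62, adjusted p = 1.42e-05) and Cyp2b13 (6.28 ± 0.52, adjusted p = 3.79e-06), both log2 changes with SE, and Pnliprp1, which was not well above background on any WT DEN array and rose at least 11.2-fold, a bound below the measured rise of Cyp2b9 (5.19 ± 0.43, 36.4-fold). A second probe of Cyp2b13 also rose in WT (6.23, adjusted p = 0.00672) but was not past the threshold in KO (adjusted p = 0.458), where it was well above background on 0 of 4 DEN and 1 of 4 DEN + PB arrays and no size is given. Under DEN + PB this probe was lower in KO than in WT (adjusted p = 0.000438), while the brightest probe hardly differed (-0.28, adjusted p = 0.789). The second probe alone therefore does not show a weaker response of the gene in KO. Bcat1 was not well above background on any WT DEN + PB array and was at least 3.68-fold lower there than under DEN. Hamp fell by 2.15 ± 0.39 (adjusted p = 0.0124) and Aatk fell by 1.85 ± 0.29 (adjusted p = 0.00275). Hamp was lower on WT DEN + PB replicate 2 (3.77) than on the other arrays of that group (5.60 to 5.96), all of which were below the WT DEN arrays. Under normexp by its default fit Pnliprp1, Bcat1, Hamp and Aatk were no longer called. Under normexp without spots whose background had an outlier mark, Bcat1 was also not called (adjusted p = 0.603) and the others were. Hamp was also not called with the series table without scaling (adjusted p = 0.0568), with only the 8 arrays compared (0.0578) or without moderation (0.0676), in a range up to 0.357.

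In KO, 421 probes were called for 309 genes, 178 higher and 131 lower after PB, with 2959 probes at an unadjusted p under 0.05. Leaving out KO DEN replicate 1 gave 196 genes, and leaving out KO DEN + PB replicate 2 gave 200. The share of called genes that were higher was 57.6%, but 36.2% with the series table without scaling, under which the median log2 change of all probes moved to -0.295, and 93% under normexp. Cyp2b10 (6.80 ± 0.62, adjusted p = 1.09e-05) and Cyp2b13 (6.69 ± 0.52, adjusted p = 1.8e-06) were again the first by fitted change, and Pnliprp1 rose at least 27.7-fold. Cabyr fell by 2.46 ± 0.29 (adjusted p = 0.000162). Olfr701 fell by 2.25 ± 0.44 (adjusted p = 0.013) and was well above background on 2 of the 4 KO DEN + PB arrays. Npas2 was at least 1.62-fold lower, with a limma adjusted p of 0.0457 that rose above 0.05 when any of 12 of the 16 arrays was left out (up to 0.124, without KO DEN + PB replicate 2). Cabyr and Olfr701 were no longer called under normexp by its default fit. Olfr701 was also not called under normexp without outlying backgrounds (adjusted p = 0.252), where Cabyr was still called. Without moderation Olfr701 and Npas2 were not called (adjusted p = 0.053 and 0.121), and with no filter Npas2 was not called (adjusted p = 0.12). Under the normexp settings the sign for Npas2 turned, with a log2 change of 0.067 by the default fit.

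The lists of both genotypes were compared over the 13306 genes tested. Of the 110 genes called in WT, 70 (63.6%) were also called in KO, all 70 in the same direction, where 2.55 would be shared by chance (odds ratio 94.5, one-sided Fisher's exact test p = 8.11e-89). Across all genes, which are not independent replicates, the PB effects of WT and KO correlated with r = 0.446 and rho = 0.199, and across the 349 genes called in either with r = 0.791 and rho = 0.757. Another 40 genes were called in WT only, 29 of them with the same sign in KO. Their median log2 size was 1.31 in WT, and their median log2 change in KO, counted positive in the WT direction, was 0.46. For the 239 genes called in KO only, 196 had the same sign in WT. Their median log2 size was 1.08 in KO, and their median log2 change in WT, counted positive in the KO direction, was 0.27. The difference between genotypes was tested itself as the interaction. No gene with a symbol was called (0 genes by limma, with 1474 probes at an unadjusted p under 0.05), and of the genes called in 1 genotype only, 26 of 40 and 164 of 239 had an unadjusted interaction p under 0.05 but 0 when adjusted over all probes. Adjusted over these genes alone, 21 of 40 and 149 of 239 were under 0.05, but the genes were selected for a call in 1 genotype only, which favours a difference between genotypes, so these counts are not independent evidence. The linear model contrast without moderation called 0 probes.

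**Figure D2:**
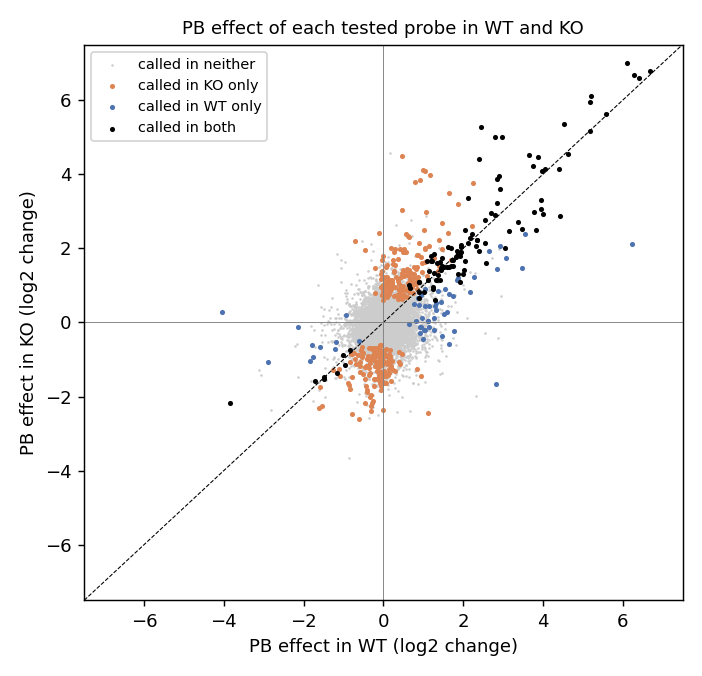
PB effect of each tested probe in WT (x axis, log2 change) against KO (y axis, log2 change), coloured by the genotype in which the probe was called; the dashed line marks equal effects. Genes called in both genotypes, 70 by symbol, moved in the same direction in each.

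The interaction was past the threshold at 2 probes without a symbol. A_52_P134621 (adjusted p = 0.00281) was well above background only on the 4 WT DEN arrays, which were at least 4.17-fold brighter than the WT DEN + PB arrays. On the 8 KO arrays it was not well above background, so its PB effect in KO was not measured and no size is given for its interaction. A_52_P259497 had a fitted interaction of 4.48 ± 0.59 (SE, adjusted p = 0.0133), with a fitted PB effect of 2.81 in WT and -1.66 in KO. It was well above background on 1 WT DEN array, 4 WT DEN + PB arrays, 4 KO DEN arrays and 3 KO DEN + PB arrays. With most WT DEN arrays near background, its fitted WT effect and interaction are no measured sizes. Its adjusted p rose above 0.05 when any of 4 arrays was left out, being highest at 0.0524 without KO DEN replicate 4. Both calls were lost under every normexp setting and without moderation, and that of A_52_P259497 also under quantile normalization (adjusted p = 0.0563) and with no filter (adjusted p = 0.0652), in a range from 0.000615 to 1 over the alternatives. Leaving out single arrays gave between 1 and 6 interaction probes, the most without KO DEN + PB replicate 1.

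The genes that the study followed by quantitative PCR were examined next. Fndc5 was higher after PB in WT by 1.87 ± 0.24 (SE, limma adjusted p = 0.000395) and in KO by 1.30 ± 0.24 (adjusted p = 0.00859), and in each genotype all 4 DEN + PB arrays lay above all 4 DEN arrays (exact permutation p = 0.0286, the smallest possible). Its mean log2 signal was -2.66 ± 0.42 (SD, n = 4) in WT DEN, -0.79 ± 0.45 in WT DEN + PB, -3.03 ± 0.31 in KO DEN and -1.73 ± 0.17 in KO DEN + PB. The interaction was 0.57 ± 0.34 (adjusted p = 0.925), so a larger effect in WT than in KO was not shown, and a second probe gave the same calls. The call in WT was lost under normexp by its default and maximum likelihood fits (0.78 for both, adjusted p of 1, range from 0.000183 over the alternatives). The call in KO was lost with the series table without scaling (1.00, adjusted p = 0.142) and under the normexp settings. Across alternatives its adjusted p was 0.00564 to 0.819. Under DEN + PB, Fndc5 was lower in KO than in WT (-0.94 ± 0.24, adjusted p = 0.0253, exact permutation p = 0.0286). The second probe was not past the threshold there (-0.74, adjusted p = 0.0654). That genotype call was also lost under 4 of 15 alternatives and without any of 5 arrays. Tgfbr2 was higher after PB in WT by 0.65 ± 0.15 (adjusted p = 0.0545) and in KO by 0.56 ± 0.15 (adjusted p = 0.0678), neither past the threshold, although all DEN + PB arrays lay above all DEN arrays in both (exact permutation p = 0.0286). Its interaction was 0.10 ± 0.21 (adjusted p = 0.991). The WT effect was called under 5 alternatives, with the smallest adjusted p of 0.0167 under quantile normalization, in a range up to 1. It was also called without KO DEN + PB replicate 1 (adjusted p = 0.0419) and without KO DEN + PB replicate 4 (adjusted p = 0.046), and the KO effect was called only without KO DEN + PB replicate 4 (0.65, adjusted p = 0.05 after rounding).

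Of the 12 genes of that list, 10 had p under 0.05 for the PB effect in WT when adjusted over the list alone and 7 when adjusted over all probes. These counts were 8 and 6 for the PB effect in KO, 4 and 0 for the interaction, 5 and 2 for KO against WT under DEN, and 9 and 9 under DEN + PB, where 8 genes also passed the fold threshold. The study picked Fndc5 and Tgfbr2 from the genes changed on these arrays, so for them a p adjusted over the list alone is not independent evidence, and how the other genes of the list were chosen was not stated. The genes with an interaction under 0.05 adjusted over the list alone were Krt19 (1.48 ± 0.27), Sult1e1 (-2.82 ± 0.59), Nedd9 (1.41 ± 0.40, well above background on 3 of 4 KO DEN + PB arrays) and Akr1b7 (-1.01 ± 0.32). Over all probes their adjusted p was 0.162, 0.185, 0.416 and 0.485. The interaction of Sult1e1 was called under normexp without outlying backgrounds (-2.46, adjusted p = 0.0307, in a range up to 0.575 over the alternatives). Krt19 rose by 1.27 ± 0.19 in WT (adjusted p = 0.00208) and changed by -0.22 ± 0.19 in KO (adjusted p = 0.767), where its sign turned under the normexp settings (0.058, 0.057 and 0.057). Sult1e1 rose by 2.45 ± 0.42 in WT and by 5.27 ± 0.42 in KO (adjusted p = 0.00672 and 2.08e-06). The calls in WT were lost under the normexp settings, by the default fit, maximum likelihood and without outlying backgrounds, for Krt19 (0.325, 0.327 and 0.484, adjusted p = 1, 1 and 0.207, range from 0.00153 over the alternatives) and for Sult1e1 (0.555, 0.558 and 0.864, adjusted p = 1, 1 and 0.202, range from 0.000519).

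Gene sets that follow the questions of the study were compared under PB. The 28 genes of the CAR list rose in both genotypes, with a median log2 change of 0.85 in WT (27 of 28 higher, camera adjusted p = 1.91e-53) and 1.12 in KO (28 of 28 higher, adjusted p = 5.46e-46). Their interaction was not past the threshold (median -0.22, adjusted p = 0.0685). It turned positive under quantile normalization, which moved it most, and normexp without outlying backgrounds (adjusted p = 0.898 and 0.848, in a range from 0.0242 over the alternatives). It was past the threshold with the series table without scaling (0.0242) and without any of 5 single arrays. With single arrays left out, its adjusted p ran from 0.0137 (without WT DEN replicate 3) to 0.704 (without KO DEN replicate 2). For the CAR list in WT, the highest adjusted p over the alternatives was 7.34e-05, under the estimated correlation. The 27 genes of the TGF-beta pathway were higher in WT (median 0.09, 20 of 27 higher, adjusted p = 0.00589) and lower in KO (median -0.14, 21 of 27 lower, adjusted p = 0.00292), with a positive interaction (median 0.33, 21 of 27, adjusted p = 1.12e-06). For this set the interaction held under fry (0.00466) and an estimated correlation (0.0104), while the effects within WT and KO held under fry (0.0465 and 0.0245) but not under an estimated correlation (0.112 and 0.0992). Leaving out WT DEN replicate 1 gave 0.0502 for the effect within WT. The 26 cell cycle genes had a median of 0.35 in WT (adjusted p = 0.0239), -0.27 in KO (adjusted p = 0.0981) and an interaction of 0.41 (adjusted p = 0.00271). Neither cell cycle call held under fry (0.528 and 0.473) or an estimated correlation (0.549 and 0.502), and the interaction was not past the threshold without KO DEN replicate 4 (0.23). The CAR calls in WT and KO held under both.

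KO was compared with WT under each treatment. Under DEN, 750 probes were called for 522 genes, 241 higher and 281 lower in KO, with 4977 probes at an unadjusted p under 0.05. Between 209 genes (without WT DEN replicate 3) and 600 genes were called when single arrays were left out, and the counts without WT DEN replicate 1, KO DEN replicate 2 and KO DEN replicate 4 were 291, 217 and 236. With slide as a block 211 genes were called. Igsf23 (4.24 ± 0.26, adjusted p = 9.88e-08) and Otog (4.00 ± 0.37, adjusted p = 1.48e-05) were the first rises by fitted change, and Phyhip, not well above background on any WT DEN array, was at least 5.09-fold higher in KO. Otog and Phyhip were not called under normexp by its default fit. Phyhip was also not called under normexp without outlying backgrounds (adjusted p = 0.0884), where Otog was still called. The falls named were Gadd45b (at least 23.6-fold), Lncbate1 (at least 29.1-fold, adjusted p = 0.00514) and Cidea (-4.21 ± 0.61, adjusted p = 0.00199). Casp1 of the study's list changed by -0.82 ± 0.21 (adjusted p = 0.044), and the call was lost without any of 12 of the 16 arrays (adjusted p = 0.133 without WT DEN replicate 3) and under 7 of 15 alternatives (adjusted p from 0.0201 to 0.392).

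Under DEN + PB, 1648 probes were called for 1226 genes, 336 higher and 890 lower in KO, with 5622 probes at an unadjusted p under 0.05. Leaving out KO DEN + PB replicate 2 gave 793 genes, and leaving out WT DEN + PB replicate 4 gave 809. The share that was higher was 27.4%. It was 3.05% with the series table without scaling, under which the median of all probes moved to -0.286, and 39.5% under normexp without outlying backgrounds. Igsf23 (4.49 ± 0.26, adjusted p = 4.07e-08), Phyhip (adjusted p = 0.000278) and Otog (4.10 ± 0.37, adjusted p = 1.03e-05) were the rises named. Phyhip was well above background on 1 of 4 WT DEN + PB arrays, so no size is given for its rise. The falls named were Gadd45b (at least 44.8-fold), 2010109A12Rik (at least 2.18-fold, adjusted p = 4.44e-05) and Gm3893 (-3.21 ± 0.22, adjusted p = 2.74e-07), which was well above background on 2 of 4 KO DEN + PB arrays. The bound for 2010109A12Rik is below the measured fall of Cdh1 (-2.64 ± 0.55, 6.23-fold, adjusted p = 0.00784), which was not called under normexp by its default fit (adjusted p = 0.0799, range 0.00213 to 0.0822 over the alternatives). Lncbate1 had a larger fitted fall than Gm3893 (-3.84 ± 1.08, adjusted p = 0.0406), but it was well above background on 1 of 4 KO DEN + PB arrays and its arrays overlapped between the genotypes. Of these, Otog, Phyhip, 2010109A12Rik and Gm3893 were not called under normexp by its default fit. Under normexp without outlying backgrounds 2010109A12Rik was also not called (adjusted p = 0.592), while Otog, Phyhip, Gm3893 and Cdh1 were. Of the genes called under DEN and under DEN + PB, 292 were shared, 290 of them in the same direction. Both comparisons would include any difference in strain background between KO and WT, and of the other probes of called genes 82.4% and 82% moved the same way as the called probe, against 95.7% in the PB contrasts. Scores of leukocyte, endothelial and stellate genes were also lower in KO under DEN + PB, by log2 differences of -0.782, -0.604 and -0.684.

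**Figure D3:**
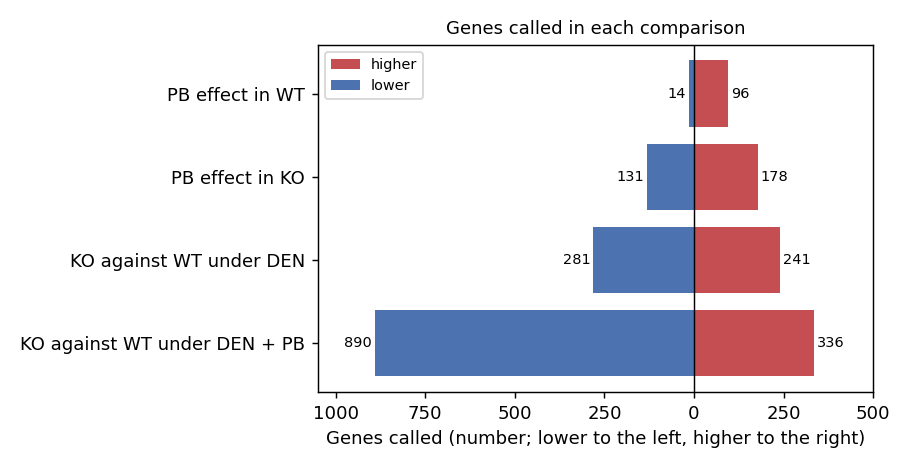
Number of genes called (x axis, higher to the right and lower to the left) in the 2 PB contrasts and the 2 contrasts of KO against WT (y axis). Most calls for PB in WT are higher (96 of 110), and most for KO against WT under DEN + PB are lower (890 of 1226), shares that move with the scaling.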

Values the study reported

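The study reported that PB changed the expression of 134 genes in WT and 262 genes in KO livers on these arrays.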

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

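The slide tests and the splits of the arrays were planned before the results were seen. The comparison of the gene set interactions with the scores of cell type markers was chosen only after they were seen.

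Single arrays stood apart within their group in 13 of the 104 combinations of 26 named genes and 4 groups, where the gap to the nearest other array divided by the group's range exceeded Dixon's 95% critical value for 4 samples. Chance alone marks about 1 in 20 groups, or 5.2 of 104. Arrays well above background that stood apart were Akr1b7 on WT DEN + PB replicate 1 (-1.26, other arrays of the group -0.98 to -0.95), Casp1 on WT DEN replicate 3 (0.77, others -0.04 to 0.07), Cdh1 on KO DEN replicate 3 (-1.68, others 0.94 to 1.43) and on WT DEN replicate 1 (0.74, others 1.63 to 1.79), Hamp on WT DEN replicate 4 (6.97, others 7.50 to 7.60) and on WT DEN + PB replicate 2 (3.77, others 5.60 to 5.96), Krt19 on KO DEN + PB replicate 4 (-2.45, others -2.67 to -2.65) and on WT DEN + PB replicate 1 (-1.96, others -1.58 to -1.57), and Lncbate1 on KO DEN + PB replicate 1 (-0.19, others -7.01 to -6.58). Not well above background, and so without a measured level, were Bcat1 on KO DEN + PB replicate 3 (-6.45), Gadd45b on KO DEN replicate 1 (-7.67) and KO DEN + PB replicate 3 (-5.79), and Phyhip on WT DEN replicate 3 (-5.63).

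These values fell on 10 of the arrays with at most 2 on any, so no single array carried them. Gadd45b was well above background on 8 of 8 WT and 0 of 8 KO arrays, which argues against an exchange of labels between genotypes. The PB effect of Cdh1 in KO, not called with all arrays, was called without KO DEN replicate 3 (-1.65, adjusted p = 0.0348), and Casp1 in KO against WT under DEN was not called without WT DEN replicate 3 (-0.63, adjusted p = 0.133). Lncbate1 on KO DEN + PB replicate 1 was the only array of 8 in KO with this RNA well above background. No biological explanation was tested for single arrays.

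The interaction of PB and genotype was past the threshold at 2 probes. A_52_P134621 was well above background only on the 4 WT DEN arrays, so its fitted interaction (-4.34) is no measured size. It stayed past the threshold with slide as a block (adjusted p = 0.0179). So did A_52_P259497 (fitted 4.48, no measured size, adjusted p = 0.0362). Both results argue against differences between slides as the whole cause. Of the 100 splits of the arrays drawn, 12, the real split included, gave 2 or more probes, and the largest number was 29. The splits exchanged DEN and DEN + PB arrays within each genotype and kept the PB effect in the data. A split can turn that effect into an interaction, so these counts do not decide the question and chance was not excluded. A_52_P259497 was not past the threshold without WT DEN + PB replicate 1 (0.0523), WT DEN + PB replicate 2 (0.0519), KO DEN replicate 4 (0.0524) or KO DEN + PB replicate 2 (0.0512). It was also not past it under quantile normalization (0.0563) or with no filter (0.0652). Both were lost under normexp without outlying backgrounds (adjusted p = 0.744 and 0.884), and over the alternatives other than leaving out arrays the adjusted p reached 1. A strain variant under either probe was not tested.

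The TGF-beta pathway set differed between genotypes under PB (camera adjusted p = 1.12e-06). With slide as a block it was 1.56e-07, and with every array left out in turn it was between 2.16e-07 and 4.76e-05. As small a p came from 2 of 100 splits, the real split included. These splits keep the PB effect, which can pass into an interaction, so they do not exclude chance. The effects within WT and KO alone were not beyond other splits, with 4 of 35 and 7 of 35 as large. A mix of cells is a candidate explanation that stays open. Scores of leukocyte, endothelial and stellate genes were lower in KO than in WT by more under DEN + PB (-0.782, -0.604 and -0.684) than under DEN (-0.444, -0.300 and -0.321), the direction a positive interaction of genes of those cells would take. An effect of genotype on the response, or of the strain background, also stays open and untested.

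The cell cycle set (0.00271), the female-biased set (0.000198) and the male-biased set (0.0365) also differed between genotypes by camera's adjusted p. With slide as a block these were 0.00267, 0.00322 and 0.0286, so slides are argued against. As small a p came from 39, 10 and 38 of 100 splits. These splits keep the PB effect and do not decide the question, so chance was not excluded for any of the sets. The cell cycle interaction was 0.23 without KO DEN replicate 4. That of the male-biased set was lost without any of 8 arrays, up to 0.351 without WT DEN + PB replicate 4, and the range with every array left out in turn for the female-biased set was 3.74e-05 to 0.00218. Under an estimated correlation the adjusted p was 0.502, 0.0699 and 0.458, and under fry 0.473, 0.0509 and 0.404.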

How the results depend on the processing

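Normexp by maximum likelihood and normexp without outlying backgrounds were chosen only after the data were seen, and all other alternatives were planned. Outside leaving out arrays, 1061 of 1175 log2 changes of single genes kept their direction and their side of the threshold, 82 lost the call, 8 gained it and 24 changed sign, of which only Npas2 in KO was called by the main setting. Of the counts, 55 of 89 stayed within 1.5 times, and of the gene set tests 175 of 205 kept their direction and side. Gadd45b in KO against WT, its PB effect in WT, both interactions of Fndc5 and Tgfbr2, and the CAR list within WT and KO kept theirs under every alternative that gave a value, the CAR list with adjusted p up to 7.34e-05 in WT and 8.11e-05 in KO. Scaling by the median of bright probes, the neighbourhoods of 10 and 40 megabases and adjusted p alone changed no comparison's main result. The filter on all 16 arrays leaves out Gadd45b and gave no value for it.

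Normexp changed most. Its default fit called 13 genes for PB in WT, 43 for PB in KO, 11 shared, 0 interaction probes, 14 genes under DEN and 40 under DEN + PB, and maximum likelihood called 12, 42, 11, 0, 14 and 35. Fndc5 was 0.775 and 0.777 in WT and 0.665 in KO under both. Npas2 in KO reversed, to 0.067 and 0.064. Uncalled values that changed sign were Krt19 (0.058 and 0.057) and Nedd9 (0.021 and 0.019) for PB in KO, Akr1b7 (-0.268 and -0.265), Krt19 (-0.191 and -0.189) and Sult1e1 (-0.379 and -0.375) under DEN, Cyp2b9 under DEN + PB (0.143 and 0.157) and, by maximum likelihood, Cyp2b10 under DEN + PB (0.012). The set tests gave 0.0746 and 0.0729 for TGF-beta in WT, 0.113 and 0.11 for the cell cycle in WT, 0.00245 and 0.00235 for male-biased genes in KO and 0.0826 and 0.0812 for their interaction. The cause was traced. On WT DEN replicate 2 and WT DEN + PB replicate 2 a few spots had a local background far above the spot, with a lowest net signal of -25398 and -32066.5, against no lower than -36 on the other arrays. The 5th percentile of corrected signal was 403 and 454 there by the default fit, 415 and 468 by maximum likelihood, and 53.8 and 53.4 without spots whose background had an outlier mark. That setting called 93 and 244 genes for PB (67 and 193 of them the same genes as by the main setting), 61 shared, 1 interaction probe (of Sult1e1, -2.46, adjusted p = 0.0307), 306 genes under DEN and 496 under DEN + PB. It gave 0.668 for Fndc5 in KO (adjusted p = 0.0527), 0.647 for Tgfbr2 in WT (adjusted p = 0.0255), 0.061 for Npas2 in KO (reversed), a changed sign for Krt19 (0.057) and Nedd9 (0.017) in KO and for the Cyp2b10 interaction (0.089), 0.355 for the cell cycle in WT, 0.0606 for its interaction, 0.139 for the male-biased interaction and 0.0275 for calls near Gadd45b under DEN + PB. The cause of these remaining changes was not tested.

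The series table without scaling gave 63, 160 and 37 genes for PB in WT, in KO and shared, 4 interaction probes, 69 genes under DEN, 0.999 for Fndc5 in KO (adjusted p = 0.142), 0.0242 for the CAR interaction and 0.285 for the Cyp2b10 interaction, whose sign changed. Under it the median log2 change of all probes was -0.295 for PB in KO, -0.286 for KO against WT under DEN + PB and 0.372 for the interaction, against 0.001, 0.053 and -0.026 by the main setting. Under normexp it was -0.129 for the interaction and -0.139 for KO against WT under DEN (-0.127 and -0.138 by maximum likelihood), against -0.026 and 0 by the main setting. The share of called genes that were higher for PB in KO was 57.6%, and 36.2% without scaling and 93% and 92.9% under normexp. Under DEN + PB it was 27.4%, and 3.05% without scaling and 39.5% without outlying backgrounds. The CAR interaction was positive under quantile normalization and normexp without outlying backgrounds (0.898 and 0.848) and negative under the other alternatives.

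With no filter, more probes share the adjustment, and 72, 172, 188 and 791 genes were called for PB in WT, PB in KO, under DEN and under DEN + PB, with 1 interaction probe, 0.0233 for the cell cycle in KO and 0.167 for the male-biased interaction. The 8 arrays compared, with fewer arrays for the spread, gave 186 genes for PB in KO and 237 under DEN. The cause of the following was not tested. Slide as a block gave 211 genes under DEN and changed the sign of Casp1 for PB in WT (-0.007), PB in KO (0.007) and the interaction (-0.014). The contrast without moderation gave 73 genes for PB in WT, 269 under DEN, 0 interaction probes (limma gave 2) and 0.653 for Tgfbr2 in WT (adjusted p = 0.0376). Quantile normalization gave 1 interaction probe, a changed sign for the Cyp2b10 interaction (0.024), 0.709 for Tgfbr2 in WT (0.0167), 0.101 for the cell cycle in WT and 0.428 for the male-biased interaction. With 1 probe per gene Tgfbr2 in WT was called (0.653, 0.0368), as it was with an intensity trend (0.653, 0.0278). An exception is the count of 0 interaction probes with 1 probe per gene and with the filter on all 16 arrays. Both called probes are left out there, having no symbol and not being well above background on all arrays. That count therefore does not test them. Over all alternatives but leaving out arrays, Tgfbr2 in WT had adjusted p of 0.0167 to 1.

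Under fry the cell cycle was 0.528 in WT and 0.473 for the interaction, the female-biased interaction 0.0509, and male-biased genes 0.102 in WT and 0.404 for the interaction. Under an estimated correlation these were 0.549, 0.502, 0.0699, 0.202 and 0.458, with TGF-beta 0.112 in WT and 0.0992 in KO.

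Leaving out each array gave 209 to 600 genes under DEN (fewest without WT DEN replicate 3), 793 to 1416 under DEN + PB (fewest without KO DEN + PB replicate 2), 196 to 357 for PB in KO (fewest without KO DEN replicate 1) and 1 to 6 interaction probes. Tgfbr2 was 0.583 to 0.717 in WT and 0.456 to 0.648 in KO. The set tests ranged over 0.0137 to 0.704 for the CAR interaction, 0.000797 to 0.192, 0.000827 to 0.2 and 1.52e-06 to 0.23 for the cell cycle in WT, in KO and the interaction, 0.0022 to 0.0502 for TGF-beta in WT 0.106 to 0.796 for male-biased genes in KO and 0.000452 to 0.351 for their interaction. The cell cycle in KO changed direction without KO DEN replicate 4 (0.0887), and male-biased genes in KO without KO DEN + PB replicate 4 (0.796). Uncalled values whose sign changed ranged over -0.066 to 0.231 for Casp1 in WT, -0.154 to 0.04 in KO and -0.022 to 0.275 for its interaction, -0.617 to 0.465 and -0.84 to 0.117 for the interactions of Cyp2b10 and Cyp2b13, and -0.87 to 0.212 under DEN and -0.444 to 0.012 under DEN + PB for Cyp2b10.

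The replicate numbers of the labels did not pair the arrays. Deviations from the group means of the 24 pairs with the same number had a median r of 0.014 (-0.213 to 0.356), with 6 above 0.1, against -0.0175 for pairs with different numbers. With the replicate block 112, 289, 618 and 1241 genes were called for PB in WT, PB in KO, under DEN and under DEN + PB, and it changed no comparison's main result, but of the named genes Npas2 in KO was no longer called (adjusted p = 0.0755). Between 58.3% and 67.7% of spots were well above background, and signal over background limits the rest to bounds.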

Other observations

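The tests of cell type markers, pancreatic genes, clock genes, adipocyte genes and the female-biased set without shared genes were chosen only after the results were seen, and the others were planned.

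Other splits of the same arrays were counted. The real split was the only one of 35 to give as many genes for PB in WT (1 of 35, others up to 7), PB in KO (1 of 35, others up to 12), KO against WT under DEN (1 of 35, others up to 0) and under DEN + PB (1 of 35, others up to 1), and the only one of 100 to give 70 shared genes (1 of 100), so chance was excluded for these. It was also the only one for the CAR list in WT and in KO (1 of 35 each). For the interaction of that list 58 of 100 splits gave as small a p. Those splits keep the PB effect, which can pass into an interaction, so they do not decide whether it arose by chance. For the cell cycle, 13 of 35 splits in WT and 31 of 35 in KO gave as small a p.

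Calls of KO against WT would also reflect strain sequence, if the KO line kept any from a strain other than C57BL/6. Within 20 megabases of Gadd45b, by gene order in assembly GRCm38.p6, 9 of 295 genes were called under DEN (3.05%) against 512 of 13010 elsewhere (3.94%), with an odds ratio of 0.77 (95% interval 0.346 to 1.49, one-sided Fisher's exact test p = 0.822). Under DEN + PB it was 27 of 295 (9.15%) against 1198 of 13010 (9.21%), with an odds ratio of 0.993 (0.64 to 1.49, one-sided Fisher's exact test p = 0.543). The intervals reach above 1, so flanking sequence cannot be told apart from none at this number of genes, and under normexp without outlying backgrounds the DEN + PB test gave 0.0275. Farther away, the fullest 10 megabase window held more calls than shuffling gave under DEN (permutation p over 2000 shuffles = 0.0015) and DEN + PB (permutation p = 0.029). The PB contrasts, which set no genotype against the other, gave 0.001 and 0.004, so blocks of strain sequence cannot be told apart from clusters of related genes. Other probes of called genes moved the same way in 82.4% (DEN) and 82% (DEN + PB) of cases, against 95.7% in the PB contrasts (one-sided Fisher's exact test p = 1.69e-06 and 2.56e-07). This is consistent with sequence differences under single probes contributing to some calls, and transcript variants were not tested.

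The excess of lower genes in KO against WT under DEN + PB does not rest on scaling by the 75th percentile, as at least 72.2% were lower under both quantile normalization and the median of bright probes. The scores of 23 leukocyte genes (-0.782), 15 endothelial genes (-0.604) and 14 stellate genes (-0.684) were all lower in KO (each exact permutation p = 0.0286, the smallest possible), and 0 of 10000 random lists of the same size and expression were as low. Under DEN they were -0.444 (exact permutation p = 0.0286), -0.300 (p = 0.114) and -0.321 (p = 0.0286). A candidate explanation for part of the lower calls is fewer cells other than hepatocytes in the KO DEN + PB samples, or less expression per cell, and these values do not separate them.

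Pnliprp1, a pancreatic lipase gene, rose in both genotypes under PB. Of 17 other acinar genes on the array, 8 were not well above background on any DEN + PB array, among them the abundant Cpa1, Cpb1, Prss2, Pnlip and Clps. The remaining genes were not silent: 7 were well above background on all 8 DEN + PB arrays, Cela3b on 2 of 8 DEN and 8 of 8 DEN + PB arrays. Pancreatic tissue would bring all of its abundant transcripts and is argued against by those that are missing. The first criterion written for this test asked for most acinar genes to be missing, which 8 of 17 is not, and the criterion of abundant genes was chosen after that value was seen.

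Cidea and Lncbate1 were lower in KO. The score of 7 adipocyte genes was also lower in KO by -0.635 (exact permutation p = 0.00389), as adipose tissue in the WT samples would give. By gene, 4 of the 11 adipocyte genes, Adipoq, Plin1, Lep and Ucp1, were well above background on at most 1 of 8 WT arrays, which argues against adipose tissue. This gene criterion was chosen after the score was seen and replaced it as the deciding value. Retn went the other way, being well above background on 8 WT arrays and 2 KO arrays (-1.31), so adipose tissue was not fully excluded. Lower lipid-related expression within the liver cells may remain, since Cidec (-1.80) and Lpl (-0.82) were lower in KO while Adipoq stayed near background. Lipe (-0.22), Fabp4 (-0.17), Cd36 (-0.13) and Pnpla2 (-0.01), also well above background on all arrays, changed less, so such a difference would cover only some of these genes.

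Clock genes differed after PB in KO. Dbp was higher by 4.49 (adjusted p = 0.000227), Arntl was lower (-2.17, adjusted p = 0.0131), and Npas2 was at least 1.62-fold lower, being not well above background on any KO DEN + PB array. The score of 8 late minus 3 early clock genes without these 3 was also higher by 2.76 in KO (exact permutation p = 0.0286, the smallest possible) and by 0.50 in WT (p = 0.286). Another time of day at sampling could explain the pattern in KO, and for WT it cannot be told apart from chance with 4 arrays per group. The sampling times were not analysed here.

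The female-biased liver genes (17 genes, 77.3% of the list tested, so coverage is under 80%) rose with PB in WT (median 0.19, 10 higher, camera adjusted p = 5.99e-06, 1 of 35 splits) and in KO (median 0.56, 15 higher, adjusted p = 1.3e-12, 1 of 35 splits). Both held under fry (0.00291 and 1.59e-05) and an estimated correlation (0.038 and 0.0042). Cyp2b9, Cyp2b13 and Sult1e1 are also on the CAR list or the study's list. Without these 3 the set's camera p was 0.0792 in WT and 2.41e-06 in KO. For WT the rise may therefore rest on these 3 genes, and for KO it did not rest on these 3 alone. Whether other genes of the set respond to CAR was not tested. The male-biased genes fell in WT (median -0.25, adjusted p = 0.000198, 5 of 35 splits) but not under fry (0.102) or an estimated correlation (0.202). In KO they had a median of 0.09, a mean of -0.25 and an adjusted p of 0.345 (29 of 35 splits), so median and mean differ in sign.

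Among 11 of 12 genes of fetal liver or tumours, Scd2 was called in KO against WT under DEN + PB (-1.48, adjusted p = 0.000361), and Igf2 was higher after PB in WT by 1.08 (adjusted p = 0.0689). The erythroid list had 2 of 6 genes tested (33.3%), so that check is void. The 1 strain gene, Nnt, had no matched probe.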
